A study of Mus musculus with 6 samples. Its data were reported in "Proteome-scale tagging and functional screening in mammalian cells by ORFtag" (2024).

How the data were processed

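ORFtag integrates a retroviral cassette at random in the genome. The cassette carries a constitutive promoter, a drug resistance gene, the DNA-binding domain of the tetracycline repressor (TetR) as a tag and a splice donor, so that a transcript starting in the cassette splices into the next exon downstream and encodes a tagged protein. The libraries came from mouse embryonic stem (mES) cells with a GFP reporter behind TetR binding sites. Cells with raised GFP were isolated by FACS (sorted libraries), and insertions were mapped by inverse PCR and sequencing in these cells and in unselected cells (unsorted libraries). The screen was run with 3 cassettes, called frame 1, frame 2 and frame 3, that place the splice donor in different reading frames. Per the labels, this gives 6 libraries, 1 per cassette and arm. There are no replicates of any group, so each test on these libraries compares libraries and not conditions.

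The authors trimmed the reads, aligned first mates to mm10 with Bowtie2, removed duplicate and poorly mapped reads, and kept unique insertion positions. They assigned each insertion to the closest downstream exon of a protein-coding gene on the same strand, leaving out the first exon of each transcript, with GENCODE vM25. A parallel list assigned each insertion after its strand was flipped. The deposited insertion lists hold a distance to the assigned exon, an other unit in bp, and are not limited by distance. The deposited gene tables hold counts of unique same-strand insertions within 200 kb for 20409 genes. For each gene with at least 3 sorted insertions, the deposited tables also give a log2 odds ratio and an adjusted p-value made by the authors. The deposited adjusted p-values came back only when 1 was added to each cell of the test, for 115, 68 and 86 genes in frames 1, 2 and 3, with identical calls. The counts without any addition were used here.

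Tallies of the insertion lists within 200 kb equalled the deposited counts for all but 5 genes, which were left out of list tallies. For each frame, genes with at least 3 sorted insertions were tested with a one-tailed Fisher's exact test of sorted against unsorted counts, against all other assigned insertions of the same pair of libraries. Benjamini-Hochberg adjustment (FDR) was made over the genes tested. A hit had an FDR below 0.001 and a log2 odds ratio of at least 1. Mediator subunits, listed by symbol before the data were examined, were tested for enrichment among the pooled hits with a one-tailed Fisher's exact test. The test per gene was run on counts summed over the 3 frames (pooled hits) and on reversed insertions. Overlaps between frames were tested with the hypergeometric test over genes tested in both frames. Differences between frames were tested with Zelen's exact test of a common odds ratio, adjusted over the pooled hits at 0.05. Odds ratios have 95% exact conditional intervals, and shares have 95% Wilson intervals. Both cover counting error only. An odds ratio against 3 or fewer unsorted insertions was computed at a floor of 3. It is a lower bound of the computed value only, and the exact interval can reach below it.

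Exon phases came from GENCODE vM21, also on mm10 coordinates, since vM25 was not used here. Phase is the number of bases before the next whole codon at the start of an exon, counted to the start codon for exons that begin in the 5' untranslated region. Between 99.6% and 99.9% of insertions within 200 kb matched an exon start of vM21, and 20393 of the 20409 genes had coordinates there. The planned in-frame phases for cassettes 1, 2 and 3 were 2, 1 and 0, as the study's methods state. The constructs of cassettes 1, 2 and 3 carry 0, 1 and 2 added bases before the splice donor. By the definition of phase above, this keeps phases 0, 2 and 1 in frame. These construct phases were used as an alternative. In-frame shares were compared with a two-sided Fisher's exact test, adjusted over 6 tests. Permutation tests used 100000 resamples, with a smallest possible p of 1e-05.

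The tests were tested on simulated data. With 200 genes raised 16-fold in counts drawn from the unsorted libraries, the per-frame test recovered 76.3%, 53.9% and 64.6% of the 135, 102 and 96 changed genes that could be tested in frames 1, 2 and 3. The pooled test recovered 81.9% of 188. Zelen's test called 6.5% of 200 simulated genes with a common odds ratio at an unadjusted 0.05, and 93.5% of 200 enriched in 1 frame only.

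Alternatives for the minimum count, FDR, odds ratio, background, distance, depth, phases and count model were fixed before the data were examined. Adding 1 to each cell, merging positions within 2 bp, leaving out positions found in a library of another frame, and leaving out reversed insertions of same-strand hits were chosen after seeing the data. The Cochran-Mantel-Haenszel test with frame as stratum was an alternative for the pooled hits. edgeR (quasi-likelihood test, TMM) and DESeq2 (local fit of the dispersion trend) were run with frame in the design on 4261 genes with at least 10 insertions in all. The genes named were fixed by rule: the 5 hits with the smallest FDR per frame and pooled, the 5 pooled hits with the smallest Zelen p, genes that the study's text names as activators, and the 3 reverse-strand hits with the smallest FDR per frame. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.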

Results

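To compare the reading frames of the ORFtag cassette, the activator screen was run separately with the frame 1, frame 2 and frame 3 cassettes in mES cells. Insertions in GFP-positive sorted cells were compared with those in unsorted cells. The sorted libraries held 4756, 3801 and 3505 unique insertions for frames 1, 2 and 3, and the unsorted libraries held 70917, 58101 and 63966. Of these, 3694, 3058 and 2678 sorted insertions were counted in genes within 200 kb, against 50459, 41547 and 44596 unsorted insertions. In these libraries, a count of 0 allows a share of up to 0.0812%, 0.0981% and 0.112% of the sorted insertions. A single gene, Bicral, held 610 of the frame 2 sorted insertions, or 19.9%. The largest shares in the other sorted libraries were 6.33% for Foxo6 in frame 1 and 8.36% for Wwtr1 in frame 3. As each group is a single library, no difference between them has a replicate check.

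The unsorted libraries measure which genes the cassettes reached. At least 1 same-strand insertion was found in 57.0% (95% interval 56.3 to 57.6) of the 20409 genes in frame 1, 52.8% (52.1 to 53.5) in frame 2 and 54.8% (54.1 to 55.4) in frame 3. Over the 3 unsorted libraries together, 74.3% (73.7 to 74.9) of genes were tagged, with a median of 2 insertions per gene. Requiring at least 3 insertions moved these shares most, to 27.1%, 23.5% and 24.9%. Across genes, Pearson's r of log2 counts with 1 added was 0.754 for frames 1 and 2, 0.758 for frames 1 and 3 and 0.771 for frames 2 and 3. Spearman's rho was 0.667, 0.673 and 0.690. Genes are not independent replicates, so these carry no p-value. Restricting to genes with an insertion in both libraries gave r of 0.735, 0.741 and 0.741.

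Next, genes with more insertions in sorted than in unsorted cells were called for each frame. In frame 1, 61 of 115 tested genes were hits, in frame 2, 34 of 68, and in frame 3, 39 of 86. A relaxed FDR of 0.05 moved these counts most, to 100, 53 and 66. The authors' deposited table held 75, 39 and 46 hits. All 61, 34 and 39 hits found here were among those in the authors' deposited table.

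**Figure D1:**
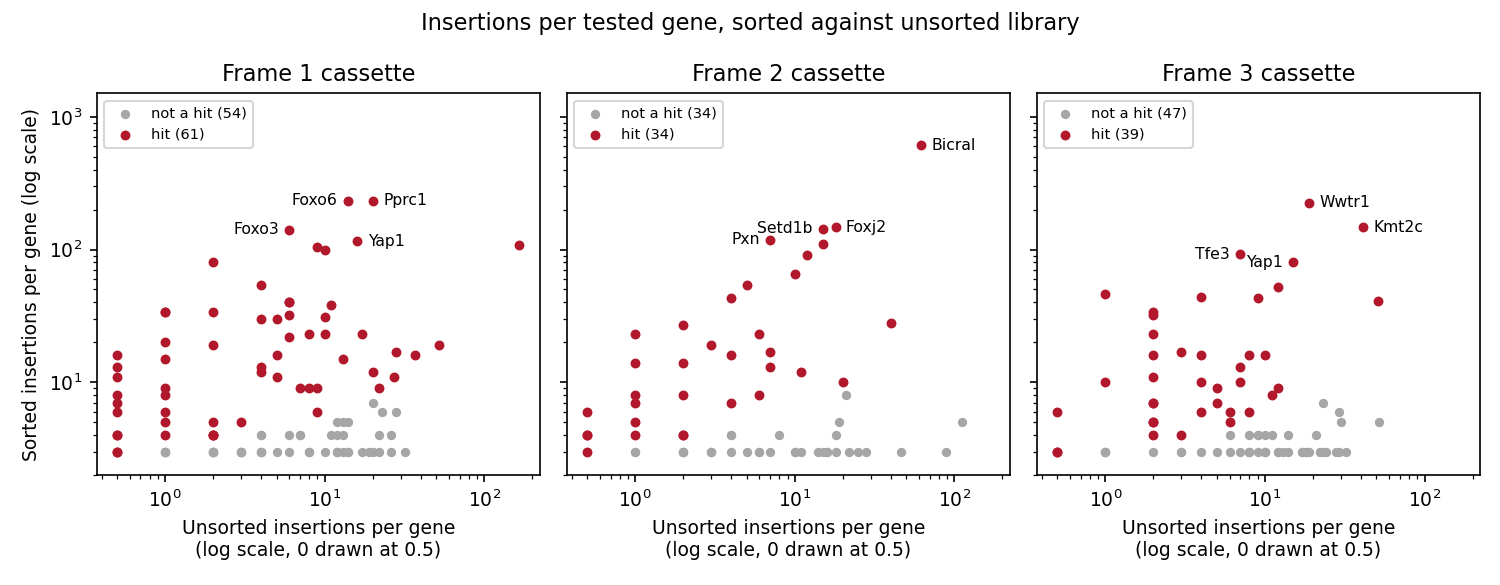
Sorted insertions per gene (vertical, log scale) against unsorted insertions per gene (horizontal, log scale, 0 drawn at 0.5), 1 point per tested gene and 1 panel per cassette frame. Hits (red) number 61, 34 and 39, and Bicral in frame 2 has the highest sorted count, 610.

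The strongest frame 1 hits were Foxo6 (ENSMUSG00000052135, chromosome 4, 120267079 to 120287349 in mm10) and Pprc1 (ENSMUSG00000055491, chromosome 19, 46044886 to 46072915). Foxo6 had 234 sorted and 14 unsorted insertions, a log2 odds ratio of 7.93 (95% interval 7.15 to 8.82, FDR 1.4e-252). Pprc1 had 233 and 20, a log2 odds ratio of 7.41 (6.74 to 8.15, FDR 6.2e-245). Foxo3 (ENSMUSG00000048756, chromosome 10, 42181841 to 42276755) had 141 and 6, with a log2 odds ratio of 8.38. Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596) had 115 and 16, with 6.66. Tsx (ENSMUSG00000031329, chromosome X, 103414467 to 103424580) had 105 and 9, with 7.36.

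In frame 2, Bicral (ENSMUSG00000036568, chromosome 17, 46798120 to 46858482) had 610 sorted and 62 unsorted insertions, a log2 odds ratio of 7.38 (7.00 to 7.79). Foxj2 (ENSMUSG00000003154, chromosome 6, 122819914 to 122845366) had 147 and 18, with 6.86 (FDR 1.4e-148). Setd1b (ENSMUSG00000038384, chromosome 5, 123142193 to 123168629) had 142 and 15, with 7.08. Pxn (ENSMUSG00000029528, chromosome 5, 115506676 to 115555987) had 118 and 7, with 7.90. Ep300 (ENSMUSG00000055024, chromosome 15, 81585351 to 81652077) had 111 and 15, with 6.70.

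In frame 3, Wwtr1 (ENSMUSG00000027803, chromosome 3, 57455649 to 57575910) had 224 sorted and 19 unsorted insertions, a log2 odds ratio of 7.74 (7.06 to 8.50, FDR 1.6e-254). Kmt2c (ENSMUSG00000038056, chromosome 5, 25271798 to 25498783) had 147 and 41, with 5.98. Tfe3 (ENSMUSG00000000134, chromosome X, 7762560 to 7775202) had 92 and 7, with 7.82. Yap1 had 80 and 15, with 6.52. 1700102P08Rik (ENSMUSG00000032611, chromosome 9, 108392805 to 108410934) had 46 and 1, with a log2 odds ratio of at least 8.02 at the floor.

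With the frames summed, 95 of 358 tested genes were hits. Bicral, Foxo6, Pprc1, Yap1 and Wwtr1 had the smallest FDR, with log2 odds ratios of 5.42, 6.38, 5.98, 5.54 and 4.73. Of 101 genes called in at least 1 frame, 89 were also pooled hits, and 6 pooled hits were called in no single frame. Leaving out frame 1 gave 61 pooled hits, 57 of them among the 95. Count models with frame as block, which also scale the libraries by their own factors, gave far fewer calls. At an adjusted p of 0.05 there were 0 in edgeR and 14 in DESeq2. The Cochran-Mantel-Haenszel test with frame as stratum gave 95 hits, 94 of them among the pooled hits.

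The study's text names 16 genes as activators that are on the gene list. Of these, 12 were pooled hits, and 13 when the FDR was adjusted over the list alone. These genes were named from screens with the same reporter, so the count over the list is not independent evidence. Rela (ENSMUSG00000024927, chromosome 19, 5637483 to 5648130) had 54 sorted and 5 unsorted insertions in frame 2, a log2 odds ratio of 7.22. Ss18 (ENSMUSG00000037013, chromosome 18, 14624198 to 14682914) had 81 and 2 in frame 1, at least 8.56. Ldb1 (ENSMUSG00000025223, chromosome 19, 46031570 to 46045214) had 91 and 12 in frame 2, with 6.73. D630045J12Rik (ENSMUSG00000063455, chromosome 6, 38123174 to 38254009) had 30 and 5 in frame 1, with 6.37. Kmt2d (ENSMUSG00000048154, chromosome 15, 98831669 to 98871204) had 16 and 2 in frame 3, at least 6.48, and Kmt2b (ENSMUSG00000006307, chromosome 7, 30568858 to 30588726) had 7 and 0 in frame 1, at least 5.00. Taf4b (ENSMUSG00000054321, chromosome 18, 14783245 to 14900359) was a hit in frame 2 with 4 and 2 insertions and not with the frames pooled, at an FDR of 0.00188. Zc3h7b was not called with the frames pooled, at an FDR of 0.0671, and Kmt2a and Zfp574 had too few sorted insertions to be tested. Of the Mediator subunits, 6 could be tested and 4 (Med14, Med15, Med25 and Med26) were pooled hits, against 1.59 expected (one-tailed Fisher's exact test, p = 0.0449). The count adjusted over the list alone was also 4. At an FDR of 0.05, all 6 tested subunits were hits.

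Whether a hit depends on the reading frame was then tested. Of the 101 genes called in at least 1 frame, 73 were hits in 1 frame, 23 in 2 and 5 in all 3. Frames 1 and 2 shared 13 hits against 14.6 expected among genes tested in both (exact hypergeometric test, p = 0.958, adjusted 0.958), frames 1 and 3 shared 17 against 15.8 (exact p = 0.285, adjusted 0.856), and frames 2 and 3 shared 8 against 8.67 (exact p = 0.844, adjusted 0.958). Genes entered this test only with at least 3 sorted insertions in both frames, which enrichment itself favours. It therefore says nothing about overlap among all genes. With the 3 unsorted libraries merged as a common background, 20, 14 and 9 hits were shared, against 18.9, 13.2 and 9.75 expected among genes tested in both (exact hypergeometric test, p = 0.288, 0.413 and 0.882, adjusted 0.620, 0.620 and 0.882). Simulated unchanged sorted libraries against that common background, counted over all genes, shared at most 0 hits in 100 draws. The draws came from that background itself, so they leave out any error in it and do not check the shared hits.

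The size of the enrichment differed between frames for 66 of the 95 pooled hits (Zelen's exact test). The exact multinomial test gave 82, but it uses sorted counts alone and so does not test the odds ratio. Bicral had 109, 610 and 41 sorted insertions in frames 1, 2 and 3 and 166, 62 and 51 unsorted insertions (adjusted p = 1.9e-70). Wwtr1 had 23, 5 and 224 sorted and 10, 112 and 19 unsorted insertions (6.4e-72), and Kmt2c had 11, 3 and 147 sorted and 27, 89 and 41 unsorted insertions (1.5e-42). Of the frame 2 unsorted insertions of Wwtr1, 75.0% lay at positions also found in the frame 3 sorted library, and of those of Kmt2c 58.4%. Of the 166 frame 1 unsorted insertions of Bicral, 45 were left without positions found in a library of another frame.

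**Figure D2:**
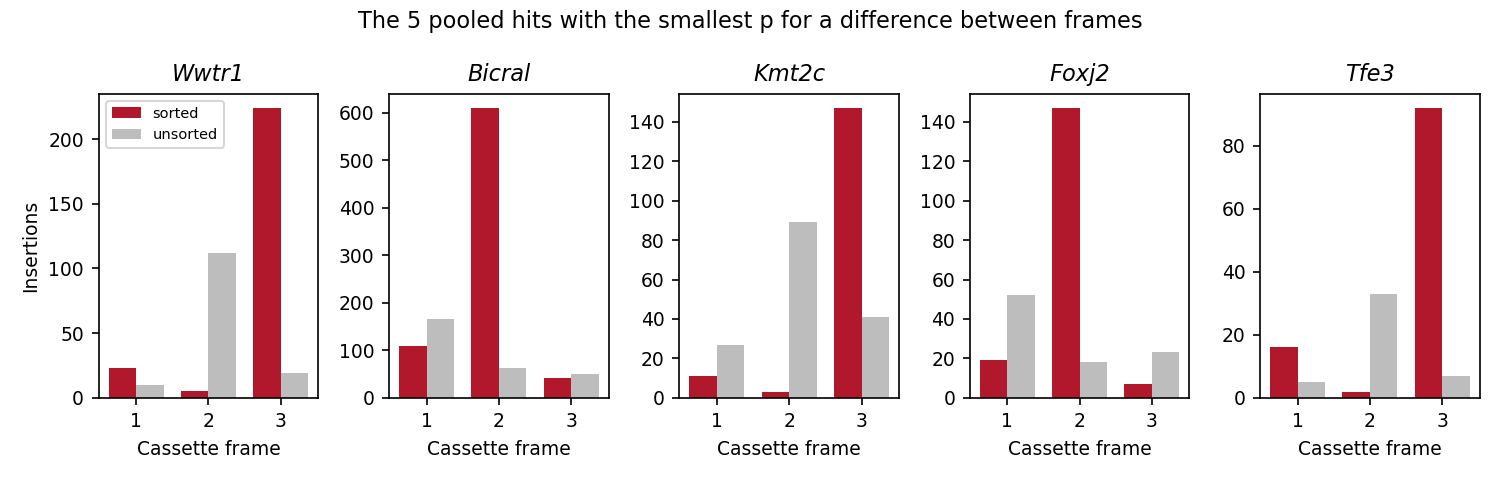
Insertions per gene (vertical, counts from 0) in sorted (red) and unsorted (grey) libraries by cassette frame (horizontal) for Wwtr1, Bicral, Kmt2c, Foxj2 and Tfe3. Each bar is 1 library, and each gene has 1 frame with far more sorted insertions, such as 610 for Bicral in frame 2.

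To ask whether sorted insertions favour in-frame exons, the phase of each assigned exon was compared with the cassette. By the definition of phase used here, the construct sequences keep phases 0, 2 and 1 in frame. The study's methods state 2, 1 and 0 instead. With these stated phases, the share counted as in frame in pooled hits was lower in sorted than in unsorted libraries. It was 16.3% (95% interval 14.6 to 18.2) of 1628 sorted against 54.4% (50.6 to 58.2) of 654 unsorted insertions in frame 1 (two-sided Fisher's exact test, adjusted p = 1.9e-71). In frame 2 it was 3.86% of 1477 against 46.3% of 682 (2.9e-123), and in frame 3, 7.60% of 789 against 39.7% of 413 (7.6e-40). With each gene counted once, the differences under the stated phases were smaller, at -7.80, -21.3 and -19.3 percentage points (permutation test, adjusted p = 0.0321, 0.00054 and 0.00054), against -38.1, -42.5 and -32.1 over insertions. With the phases read from the construct sequences (0, 2 and 1), the direction was reversed. The shares were then 78.6% against 30.1% in frame 1, 82.1% against 26.1% in frame 2 and 73.8% against 29.1% in frame 3 (adjusted p = 1.2e-103, 7.2e-140 and 1.7e-50). Insertions in the same gene are not independent, and with each gene counted once these differences were 14.2, 23.5 and 23.1 percentage points over 62, 54 and 49 genes (permutation test, adjusted p = 0.0016, 0.00012 and 0.00027). In all other genes, sorted and unsorted shares did not differ detectably, by at most 0.766 percentage points over insertions under the stated phases (adjusted p = 0.782 in each frame). With each gene counted once, the largest of these differences was 1.73 points, in frame 3 (permutation test, adjusted p = 0.0711). With exons of several phases kept, frame 3 gave 1.44 points over insertions (two-sided Fisher's exact test, adjusted p = 0.389).

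**Figure D3:**
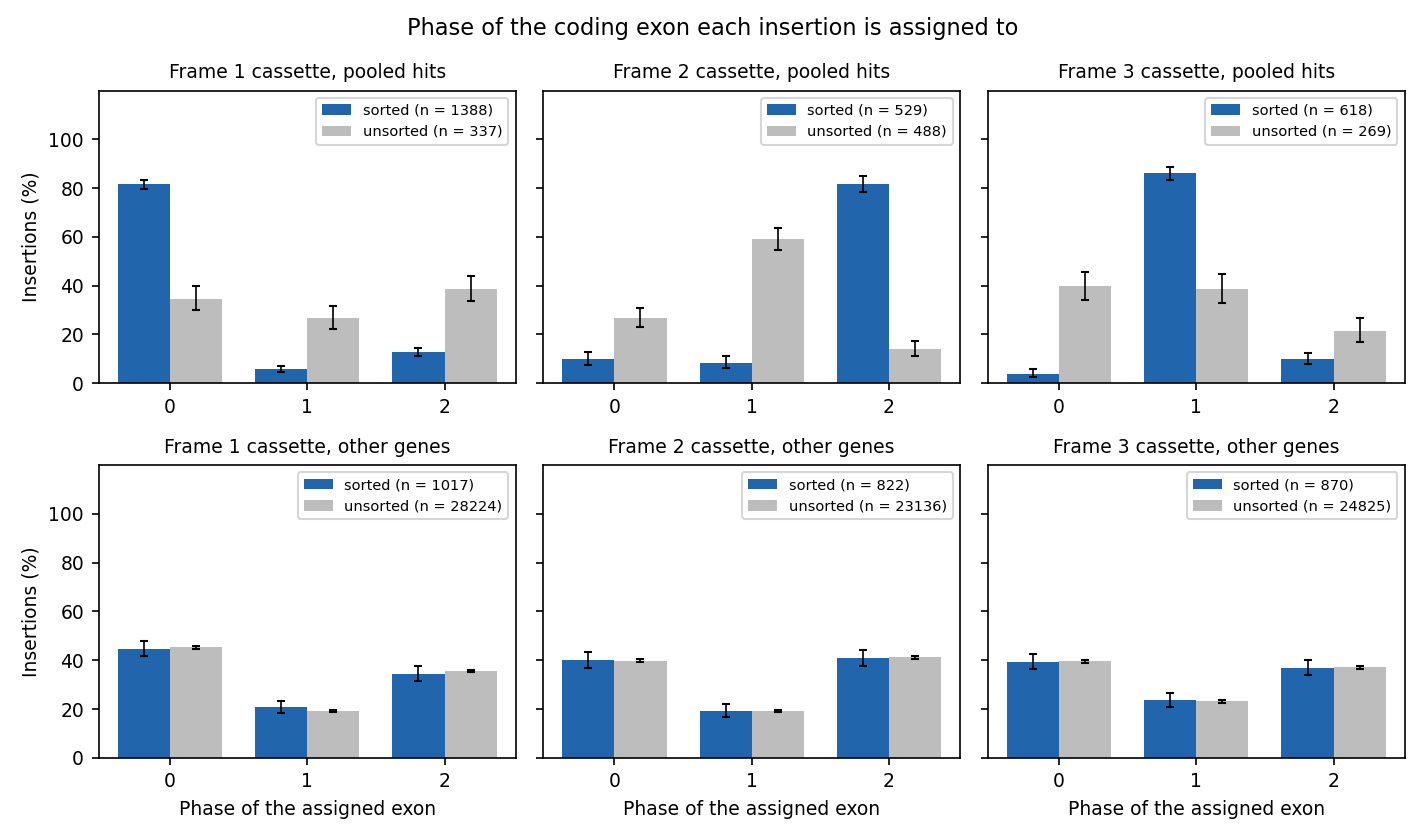
Share of insertions (vertical, percent) by the phase of the coding exon they are assigned to (horizontal), for pooled hits and other genes in each cassette frame. Bars are sorted (blue) and unsorted (grey) libraries with 95% Wilson intervals, and the sorted insertions in pooled hits peak at phase 0, 2 and 1 in frames 1, 2 and 3, where the tallest bars reach 81.6%, 81.9% and 86.2%.

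At the level of genes, the frame with the highest odds ratio matched the most common exon phase in 13 of 81 pooled hits under the stated phases, against 27.7 expected (one-sided permutation test for more matches, p = 0.99996). Under the construct phases it matched in 55 of 81, against 28.7 expected (p = 1e-05, the smallest that the permutations can give). The phase of a gene was taken from its unsorted insertions, and some of these lie at positions of a sorted library. For the frame 2 unsorted insertions in frame 3 sorted positions, the share ran from 4.76% for Foxo6 to 75.0% for Wwtr1. The match is therefore not independent of the sorted insertions, and it was not repeated without shared positions.

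Reversed insertions cannot encode the tagged protein and served as a background. After the strand was flipped, 43 of 85, 24 of 52 and 36 of 78 tested genes passed the same thresholds in frames 1, 2 and 3. The genes with the smallest FDR were Scmh1, Ldb1 and Tmem38a in frame 1, with 234, 233 and 99 sorted insertions, Prph2, Slc2a3 and Rhof in frame 2, with 611, 147 and 142, and Rnf13, Ccdc120 and Tcta in frame 3, with 138, 93 and 46. Of the sorted insertions in all reverse-strand hits of each frame, 98.5%, 98.9% and 94.3% were assigned on their own strand to a same-strand hit of that frame. Only 1, 3 and 0 reverse-strand hits were also same-strand hits. Testing again without insertions of same-strand hits gave 15, 3 and 8 reverse-strand hits, and in frame 1 not all of the 15 were among the 43.

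Finally, identical insertion positions were compared between libraries. Of the frame 1 sorted positions, 4.81% (95% interval 4.24 to 5.46) were also in the frame 1 unsorted library and 5.24% (4.64 to 5.91) in the frame 2 unsorted library, with overlapping intervals. Of the frame 3 sorted positions, 7.67% (95% interval 6.84 to 8.60) were in the frame 3 unsorted library and 22.2% (20.9 to 23.6) in the frame 2 unsorted library. Of the frame 2 sorted positions, 8.02% were in their own unsorted library and 10.1% in the frame 1 unsorted library. The frame 2 and frame 3 unsorted libraries shared 6940 positions, against at most 59 after one list was shifted by 20 to 100 bp.

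**Figure D4:**
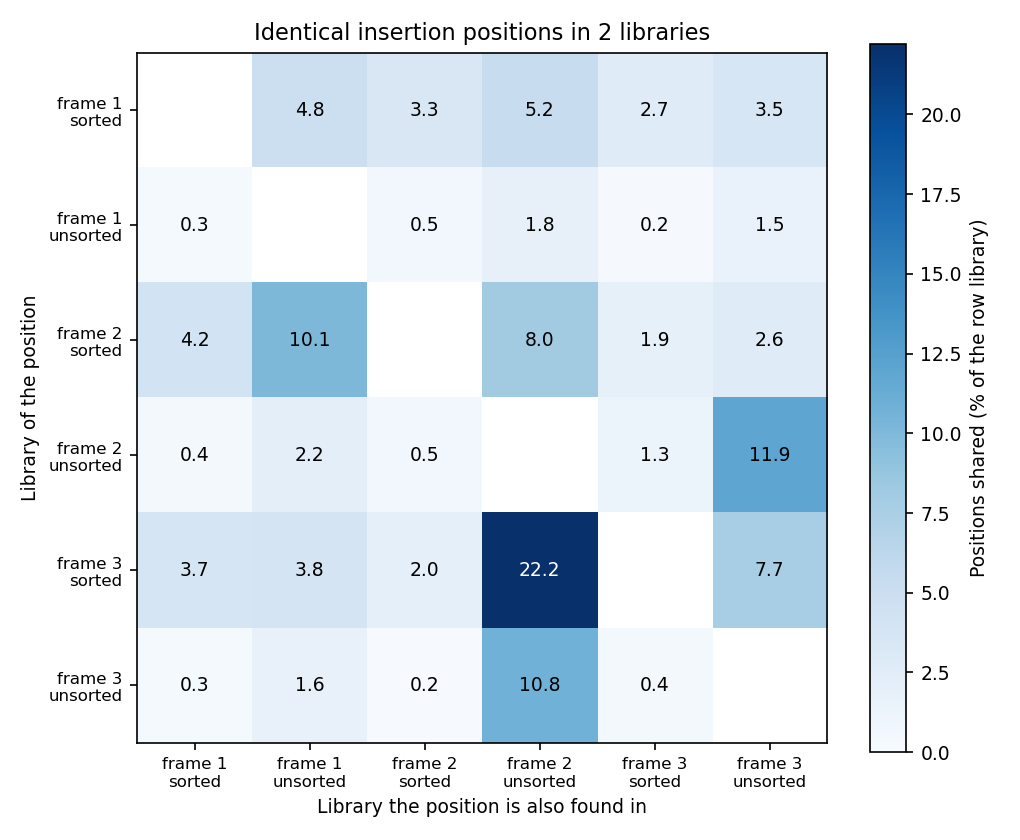
Percent of the positions of 1 library (rows) that are also found at the identical base and strand in another (columns). The highest value is 22.2%, for frame 3 sorted positions in the frame 2 unsorted library.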

Values the study reported

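For its activator screen, which pooled biological replicates, the study reported 139 putative activators. Over all of its screens it reported that at least 83.7% of mouse protein-coding genes were tagged, with a median of 15 integrations for each gene. The background replicates were reported to correlate with a Pearson coefficient of 0.84 or more.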

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

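The test of the construct phases among genes that differ between frames, and the merging of positions within 100 bp, were chosen only after the result was seen.

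The enrichment of 66 of the 95 pooled hits differed between cassette frames when the difference itself was tested. Among the named genes, the adjusted p was 6.4e-72 for Wwtr1, 1.9e-70 for Bicral, 1.5e-42 for Kmt2c, 2.9e-24 for Foxj2, 3.7e-23 for Tfe3, 2.0e-21 for Pprc1, 1.8e-20 for 1700102P08Rik, 1.9e-19 for Foxo6, 4.4e-19 for Pxn and 1.7e-17 for Setd1b. It was 1.4e-13 for Foxo3, 1.7e-12 for Yap1, 9.2e-11 for Ep300, 3.1e-10 for Ldb1, 3.1e-09 for Tsx, 5.9e-08 for Rela, 1.2e-06 for Ss18, 2.4e-04 for D630045J12Rik and 0.00278 for Kmt2d. Kmt2b, also a named pooled hit, did not pass, at an adjusted p of 0.211 (Zelen's exact test). Sampling around a common odds ratio does not account for the 66 calls, as 20 simulated sets of the 95 genes gave at most 0 calls. Positions shared between libraries of different frames are not the whole cause, since 52 calls were made without them. Leaving them out also removes insertions, with 132 of the 224 frame 3 sorted insertions of Wwtr1 kept, and whether the lower count comes from this was not tested. The reading frame of the tagged exon is a candidate explanation. Among 59 differing genes with a most common phase, the best frame matched the construct sequences in 42, or 71.2% (permutation test, p = 1e-05, the smallest that the permutations can give). Under the phases stated in the study's methods, it matched in 8 of these 59, against 20.1 expected (one-sided permutation test for fewer matches, p = 2.2e-04). The phase of a gene came from unsorted insertions, some of them at positions of a sorted library, so these matches are not independent of the sorted insertions. Variation between libraries of one cassette stays open, because no cassette has a second library.

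Insertions farther than 200 kb from the assigned exon enter no count per gene above, and in 4 genes they were enriched in sorted cells. Maml2 in frame 1 had 19 far sorted and 0 far unsorted insertions (Fisher's exact test, FDR 8.4e-24). They lie between 13319817 and 13414525 on chromosome 9 (mm10), a median of 297 kb before exon 2, and 100% of them lie inside the annotated gene. They make up 16 sites after positions within 2 bp are merged and 11 within 100 bp, so they are not a single integration. The distance limit inside a long intron may therefore leave out true taggings of Maml2, which was already a frame 1 hit with 40 nearer sorted insertions.

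For Psmc4 in frame 2, 12 far sorted insertions stood against 1 unsorted (FDR 1.3e-14). They lie between 28251051 and 28268833 on chromosome 7, with 0% inside the annotated gene, so a long intron of that gene is not the explanation, and they make up 7 sites when merged within 100 bp. Med14 in frame 3 had 14 far sorted against 52 unsorted insertions (FDR 7.9e-06), spread over 11 sites between 13006678 and 13206923 on chromosome X. Of these, 0% lie inside Med14, and the stretch overlaps Usp9x. What these insertions tag was not tested.

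Ptgdr in frame 3 had 8 far sorted and 6 far unsorted insertions (FDR 8.1e-07), with 0% inside the annotated gene. All 8 lie within 24 bp on chromosome 14 and form 5 sites after merging within 2 bp and 1 within 100 bp. One integration recorded at several positions, and several integrations at one place, cannot be told apart here because a single site holds all of the insertions. No biological explanation was tested for it.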

How the results depend on the processing

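The number of hits per frame stayed within 1.5 times under the alternatives for minimum counts, odds ratio, background, distance, depth, shared positions and position merging, and with 1 added to each cell. It ranged from 52 to 75 in frame 1, 28 to 41 in frame 2 and 28 to 46 in frame 3. An FDR of 0.05 gave 100, 53 and 66 hits, as a looser threshold must, and 153 pooled hits. It also gave 25, 31 and 16 shared hits for frames 1 and 2, 1 and 3, and 2 and 3, and 73, 38 and 59 reverse-strand hits.

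Leaving out a frame gave from 61 to 90 pooled hits across the 3 fits that each left out one frame, lowest without frame 1. edgeR with frame as block called 0 genes at both thresholds (30 genes were higher in sorted cells at an unadjusted p under 0.05), and each of the 10 splits of the 6 libraries gave as many, so the splits decide nothing; 3 libraries against 3 cannot give a share under 0.1. DESeq2 called 14 genes as higher, all 14 among the pooled hits, and 474 as lower. Its size factors ran from 0.357 to 0.502 in sorted and from 1.65 to 2.21 in unsorted libraries. The insertions counted in genes differed far more, from 2678 to 3694 in sorted and from 41547 to 50459 in unsorted libraries. These factors therefore set sorted counts lower than the totals would, and the 474 lower calls cannot be read as depletion. How much of the difference from Fisher's test comes from this was not tested.

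Merging the unsorted libraries raised the hits shared by frames 1 and 2 to 20, and leaving out positions found in another frame lowered those of frames 1 and 3 to 9 and of frames 2 and 3 to 4. The reverse-strand test without insertions of same-strand hits gave 15, 3 and 8 hits, which need not be among the 43, 24 and 36 found with them. In frame 1, 1350 of the 1370 sorted insertions in the 43 hits were left out. With a minimum of 3 sorted insertions, too few remained for all 15 to be among the 43.

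The direction of the in-frame comparison in pooled hits reversed with the phases of the construct sequences, to 48.4, 56.0 and 44.7 percentage points, and matches of best frame and phase rose to 55. Under the stated phases, leaving out shared positions moved the differences from -38.1, -42.5 and -32.1 to -25.7, -26.7 and -33.3 points in frames 1, 2 and 3. The direction stayed the same. In other genes the differences crossed 0 without passing the threshold: -0.132 (several phases kept) and -1.09 (coding exons) in frame 1, -0.0176 (coding exons) and -0.802 (shared positions left out) in frame 2, and -1.02 (construct phases) and -0.216 (coding exons) in frame 3.

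Genes tagged fell to 27.1%, 23.5% and 24.9% with at least 3 insertions, and to 53.2% and 53.4% for frames 1 and 3 at equal depth, so depth accounts for part of the difference between frames. Correlations with both counts above 0 were 0.735, 0.741 and 0.741. Counting positions within 2 bp raised the shares in the unsorted libraries of frames 1, 2 and 3 to 6.33%, 7.65% and 5.28% for frame 1 sorted, 16.9%, 10.8% and 4.37% for frame 2 sorted, and 4.85%, 32.5% and 9.33% for frame 3 sorted positions, as a wider match must.

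Of 510 gene, frame and setting combinations of named genes, 453 kept their call, 35 lost it and 19 gained it. Wwtr1 in frame 2 changed from below to above 1 in odds ratio, at an FDR of 0.227 with merged background, 0.219 without shared positions and 0.187 when these were also merged. It was not a hit under any of these.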

Other observations

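The tests of shifted positions, of clones carried between libraries, of frame 3 sorted positions, of reverse-strand hits and of neighbouring positions were chosen only after the result was seen.

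Libraries of different frames shared identical insertion positions. Coincidence at integration hotspots is argued against, because for every pair of libraries of different frames at least 14.4 times as many positions were shared as after any shift of 20 to 100 bp. The frame 3 sorted library shared more with the frame 2 unsorted library (22.2%) than with its own. In the pooled hits, 90.4% of the 198 coding positions it shared lay at phase 1 exons, which make up 86.2% of all its coding insertions there, so this share decides nothing. Unselected frame 3 clones would not lift frame 3 hits in the frame 2 unsorted library far above their frame 3 unsorted counts. Those counts were exceeded for Wwtr1 (112 against 19), Kmt2c (89 against 41), Tfe3 (33 against 7) and 1700102P08Rik (28 against 1). Of the pooled hits with their highest odds ratio in frame 3, only Zfp407 (3 against 7) and Slc22a22 (1 against 2) were lower, and Foxn4 was equal. This argues against unselected clones as the only source for these hits. Selected cells, material and reads of the frame 3 sorted library cannot be told apart here. For the frame 2 and frame 3 unsorted libraries, a candidate explanation is material or reads of frame 3 in frame 2. Outside the hits, phase 1 made up 23.6% (95% interval 22.0 to 25.2) of positions shared by both unsorted libraries, nearer to 23.2% of positions found only in frame 3 than to 18.5% of those found only in frame 2. This covers that pair alone. The frame 1 unsorted library also shared 1254 and 1054 positions with the frame 2 and frame 3 unsorted libraries, and 10.1% of frame 2 sorted positions were in the frame 1 unsorted library against 8.02% in their own. Apart from hotspots, no explanation was tested for these.

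Outside the hits, unsorted libraries also favoured exons that the construct sequences keep in frame. At coding exons, phase 0 made up 45.3% in frame 1 against 39.7% in the other frames, phase 2 41.1% against 36.3% in frame 2 and phase 1 23.2% against 19.1% in frame 3. On the reversed strand the mean excess was 0.409 percentage points (bootstrap over genes, 95% interval -0.170 to 0.973), which argues against library differences unrelated to splicing. A few genes with many insertions do not explain it, since the smallest odds ratio with genes as strata was 1.41 (1.30 to 1.53). Shared positions do not either, since the mean excess without them was 5.14 points. Decay of out-of-frame transcripts with an exon junction downstream would give an excess at internal exons and not at last exons. The mean excess was 5.21 points (4.64 to 5.79) at internal exons and 0.692 (-1.25 to 2.51) at last exons. At exons that start in the 5' untranslated region, where decay would also act if a junction follows, it was only 1.01 points. Decay therefore stays open, since these values point in different directions.

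Reverse-strand hits may largely be the same insertions as same-strand hits, seen from a neighbouring gene on the other strand. Over the 3 frames, 97.8% of their 3635 sorted insertions were assigned on their own strand to a same-strand hit of that frame. A count of reverse-strand hits is then no measure of false calls.

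Neighbouring insertions 1 to 2 bp apart on a strand numbered 12632 over the 6 libraries, and those 11 to 12 bp apart 304, which argues against integration hotspots as the main reason. Positions counted as unique may thus include several records of one integration. Merging positions within 2 bp gave 54, 30 and 33 hits in frames 1, 2 and 3, of which 54, 29 and 32 were hits without merging.

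The median number of unsorted insertions per gene was 2 here. That is lower than the value quoted from the study above, which covers more libraries.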
